A study of Homo sapiens with 10 samples. Its data were reported in "Plasma contains ultrashort single-stranded DNA in addition to nucleosomal cell-free DNA" (2022).

How the data were processed

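Cell-free DNA had been extracted from human plasma with the miRNA protocol of a silica column kit (QiaM), and aliquots were digested with nucleases or prepared in different ways before sequencing. Per the labels, the 10 samples fell into 9 groups. They were a heat-shocked control, a library prepared without heat shock, libraries treated with dsDNase, DNase I, S1, Exo I, P1 or a nick repair enzyme, and a library made with a double-stranded DNA (dsDNA) kit. The label for no heat shock was carried by 2 samples, but only 1 pair of tables carried this name, so that group entered as 1 library and it is not known which sample it holds. The treatment and library kit fields of the labels give no treatment and the ssDNA kit for every sample, also for the digested ones and the dsDNA library, so the groups rest on the titles alone. The study states that the analysis of functional elements came from a single donor, so the libraries were aliquots and not independent samples. No group had replicate tables, so the tests below on counts of single or summed libraries used counting error only. The permutation tests took 1 value per library, with S1 and DNase I averaged where stated.

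As the study's methods describe, the authors trimmed the reads, aligned them to the human genome together with phage lambda, removed duplicates by unique molecular identifiers, and split each library by fragment size into an ultrashort (uscfDNA) and a mononucleosomal (mncfDNA) fraction. They called peaks with macs2 in each fraction and annotated the peaks with HOMER. Peak calling options and the version of the gene annotation were not stated. Peaks called at other settings were not analysed here. A peak is a region where reads pile up above the local background, so a share of peaks is not a share of fragments, and regions with many copies in the genome that the reference holds in few can enter as peaks.

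The deposited tables held, for each annotation class, the count of peaks, the base pairs of the class in the genome, and a log2 ratio. The counts were whole numbers made by the authors with no normalization. The authors' deposited log2 ratio compares the share of peaks with the share of the genome; recomputed from the counts over 67 values, it differed by at most 0.000484. Each table held 2 blocks that both covered every peak once. The basic block had 13 classes, in which repeats count toward the intron or intergenic region they lie in. The detailed block had 32 classes, with repeats and CpG islands as classes of their own. Base pairs per class were the same in all tables. The tables gave no read totals, so sequencing depth was unknown, and the number of peaks (570 to 10457 per table) set the precision of each share. Each table was matched to a treatment by its name alone. The names of 2 tables carried the abbreviation NTC, which the labels do not explain, and matched no sample. Their 8 columns of values were not used, so background peaks were not assessed. The deposited significance column was not used either.

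The mncfDNA tables of the S1 and DNase I libraries were identical in all 45 rows. Which treatment the table belongs to could not be told. It was counted once where tables were counted (17 distinct tables of 18), and the S1 and DNase I ratios were averaged to 1 value in tests over libraries, which gave 8 values.

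The measure was the share of peaks in promoters, exons, introns and intergenic regions in the basic block, with 95% Clopper-Pearson intervals. Where a count was 0, the limit given is 3 counts of the total. Ratios of shares were taken on the log2 scale after adding 0.5 to each count and 1 to each total, with standard errors (SE) from counting error. The fractions of each library were compared with two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over 36 tests. The ratios over libraries were tested with an exact two-sided sign-flip permutation test of their mean, adjusted over the 4 elements. Treated libraries were compared with the control within each fraction by two-sided Fisher's exact tests (60 tests). The difference between a treated library's ratio and that of the control was tested as an interaction in a log-linear model of the counts, by a likelihood ratio test against a chi-square distribution (32 tests). This test compares odds ratios, while the values printed beside it are differences of log2 share ratios. Shares were compared with the genome by exact two-sided binomial tests (68 tests). The treatments that the study had summed were summed in the same way: dsDNase and no heat shock as single-stranded DNA (ssDNA) enrichment, and S1, Exo I and the dsDNA library as dsDNA enrichment. Fisher's exact tests on the sums were adjusted over 8 tests. A difference was called at an adjusted p under 0.05.

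The 4 elements were named in all comparisons. Of the other classes with at least 50 peaks in the control library over both fractions, the 5 with the largest absolute log2 ratio in that library were named, out of 9. Groups, tests, this rule and most alternatives were fixed before the data were examined. The alternatives were a denominator of peaks outside intergenic regions, the detailed block in place of the basic one, the detailed block with satellite and simple repeat peaks removed, wider definitions with untranslated regions added to promoters and exons, no count added, a minimum of 100 peaks per fraction, leaving out libraries, a control summed with the nick repair library, a 1.5-fold minimum, counts scaled to the smaller library, and unweighted means over the summed libraries. Added after the data were seen were the treatment of S1 and DNase I as 2 libraries or as none, and the use of the other denominators for single treated libraries, for differences from the control ratio and for the number of libraries called. So were the wider definitions of promoters and exons for these same results, and the summed control for single treated libraries. A Wald test of the difference of log2 share ratios, with its SE from counting error and a chi-square distribution, was also added then.

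Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The comparison of fractions was tested on simulated counts with the control library's totals, with 1000 simulations per element. At no true change, 4% to 5.6% of simulations passed an unadjusted threshold of 0.05. At the same threshold a true fold of 2 was detected in 91.2% of simulations for promoters, 42.7% for exons and 100% for introns, so exon differences of that size were often missed.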

Results

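Cell-free DNA extracted from human plasma was sequenced after nuclease digestion or after a changed library preparation, to learn which part of it is single-stranded and which functional elements of the genome it covers. dsDNase digests double-stranded DNA. S1, Exo I and P1 digest single-stranded DNA, and DNase I digests both. A nick repair enzyme seals breaks in one strand of a duplex. The dsDNA library kit takes up intact duplexes, and leaving out the heat shock in the ssDNA kit disfavors duplexes that need melting. The control was a heat-shocked library of the ssDNA kit with no digestion. Each of the 9 groups was represented by 1 library, so there were no replicates, and every error given for a library is counting error only. The study states that the libraries behind these peak profiles came from a single donor, so they are treated aliquots and not independent samples. Each library was split into the ultrashort (uscfDNA) and the mononucleosomal (mncfDNA) size fraction, and the values are numbers of called peaks per annotation class.

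The number of peaks differed widely between libraries and fractions. The control had 6194 uscfDNA and 2722 mncfDNA peaks. The dsDNase library had the most uscfDNA peaks (10457) and the fewest mncfDNA peaks (570). The library without heat shock had 6485 uscfDNA and 606 mncfDNA peaks, and the dsDNA library had 3496 and 2443. In the other 5 libraries uscfDNA peaks ranged from 956 (DNase I) to 6892 (P1), and mncfDNA peaks from 1487 (nick repair) to 2731 (Exo I). Sequencing depth was unknown, so these totals could not be read as amounts of DNA. The S1 and DNase I libraries had identical mncfDNA tables with 1836 peaks, and which treatment they belong to could not be told.

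The first comparison asked whether the fractions differ in the elements their peaks cover. In the control library 7.18% of uscfDNA peaks lay in promoters (95% interval 6.55% to 7.86%), against 0.882% of mncfDNA peaks (0.566% to 1.31%). The log2 ratio of these shares was 2.999 ± 0.30 (SE), with an adjusted p of 1.67e-44 by Fisher's exact test. For exons the shares were 1.32% (1.05% to 1.64%) and 0.294% (0.127% to 0.578%), a log2 ratio of 2.09 ± 0.52 (Fisher's exact test, adjusted p 2.22e-06). The intron share was 40.2% (39.0% to 41.4%) in uscfDNA and 3.71% (3.03% to 4.49%) in mncfDNA, a log2 ratio of 3.43 ± 0.14. Intergenic regions held 47.8% (46.5% to 49.0%) of uscfDNA peaks and 94.0% (93.1% to 94.9%) of mncfDNA peaks, a log2 ratio of -0.98 ± 0.02. Both of the last ratios were called.

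The same directions were found over the libraries. With S1 and DNase I averaged, the median log2 ratio over the 8 values was 2.26 for promoters (mean 1.96 ± 1.12 SD), 1.57 for exons (1.55 ± 0.51), 3.32 for introns (2.87 ± 1.20) and -0.70 for intergenic regions (-0.72 ± 0.30). Promoter, exon and intron ratios were higher in uscfDNA in 8 of 8 values and intergenic ratios lower in 8 of 8. For exons, the direction of the dsDNase value came from the count added to 0 mncfDNA peaks and is not known. With no count added it drops out, and exon ratios were higher in 7 of 7 values and still called. The exact sign-flip permutation test gave p = 0.0078125 for each element, before and after adjustment, which is the smallest p that 8 values can give. It speaks for these treated aliquots only and not for other donors. Within single libraries, Fisher's exact test called the promoter ratio in 8 of 9, the exon ratio in 5 of 9, and the intron and intergenic ratios in 9 of 9. The promoter ratio of the dsDNase library was 0.23 ± 0.54 (SE) and was not called (Fisher's exact test, adjusted p 0.724). Its intron ratio was 0.21 ± 0.09 and its intergenic ratio -0.14 ± 0.04, the smallest of the 9 libraries for both.

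**Figure D1:**
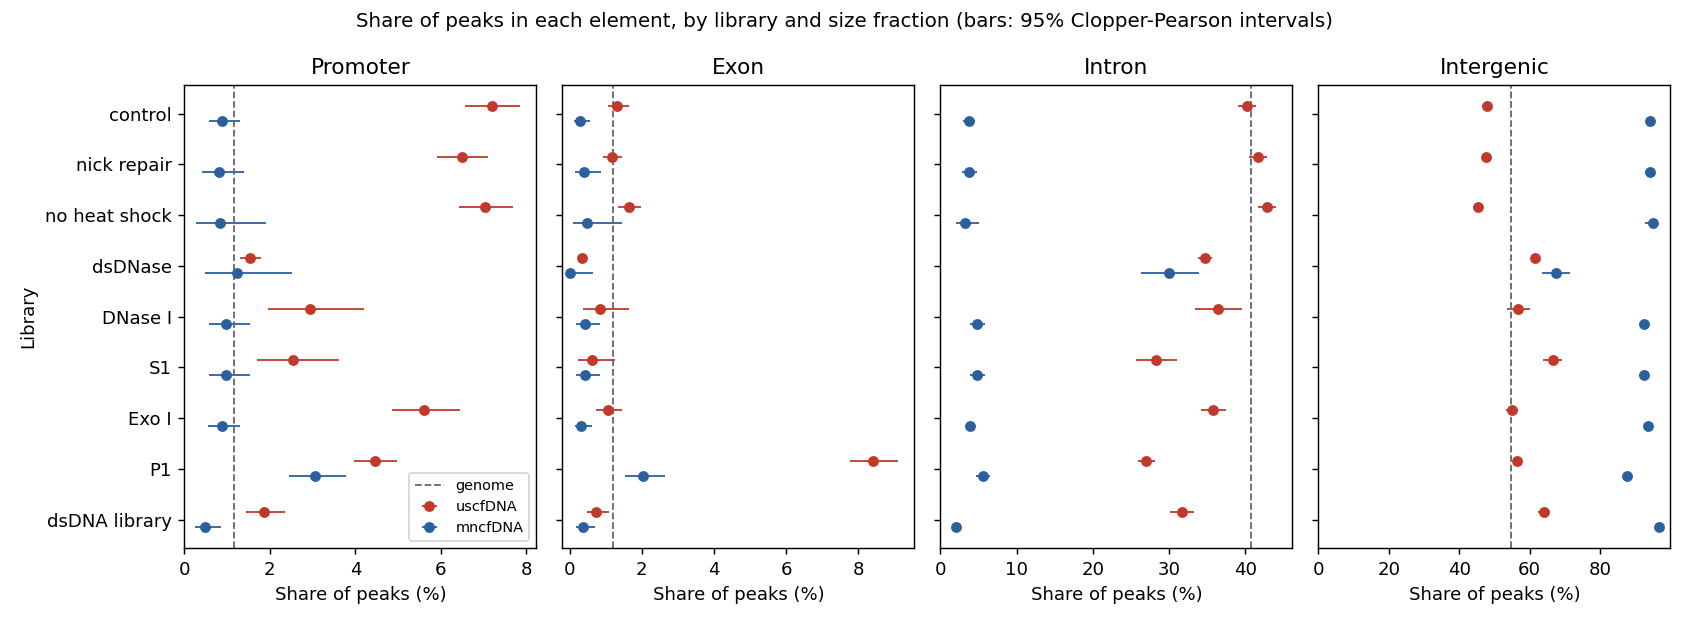
Share of peaks (%, x axis) in promoters, exons, introns and intergenic regions for the 9 libraries (y axis), in uscfDNA (red) and mncfDNA (blue), with 95% Clopper-Pearson intervals and the share of the genome as a dashed line; the S1 and DNase I mncfDNA points come from identical tables. Control promoter shares were 7.18% and 0.882%, the P1 exon share in uscfDNA was 8.42%, and the dsDNase intron share in mncfDNA was 30.0%, above that of the other libraries.

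The ratios depended on which peaks formed the denominator. The alternative that moved the promoter, exon and intron medians most was a denominator of peaks outside intergenic regions. With it, the median over libraries was -0.30 for promoters, lower in uscfDNA in 8 of 8 values, and -1.39 for exons, lower in 6 of 8, while introns stayed higher at 0.37 in 7 of 8. The promoter and intron medians were called, so the promoter result was reversed, and the exon median was not called. In the control library the promoter ratio became -0.12 and the exon ratio -1.02, both not called. Satellite repeats are tandem arrays found mainly at centromeres. They held 79.9% of control mncfDNA peaks and 5.68% of control uscfDNA peaks. With satellite and simple repeat peaks removed, the median promoter ratio was 0.24, higher in 5 of 8 values and not called. The exon ratio was -0.63, higher in 2 of 8 and not called. The intron ratio was 0.86, higher in 7 of 8, and the intergenic ratio -0.79, lower in 8 of 8, and both were called. In the DNase I library alone the intron ratio turned to -0.76, lower in uscfDNA and called. Its mncfDNA counts are identical to those of S1 and may belong to that treatment. With satellite and simple repeat peaks removed, the promoter ratio of the control library was 0.70 and still called. In the detailed annotation, where repeats leave the intergenic class, the intergenic ratio changed direction to 1.52.

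**Figure D2:**
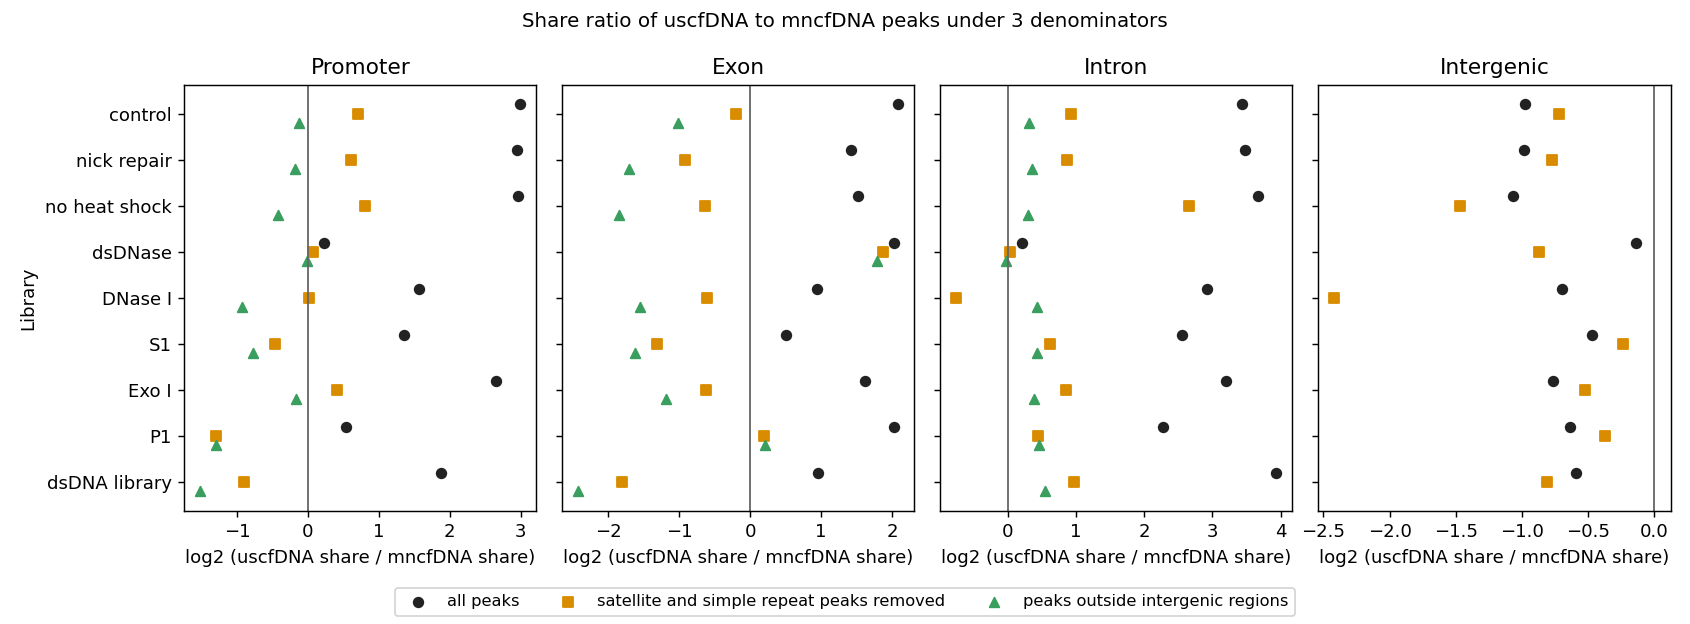
Log2 ratio of the uscfDNA share to the mncfDNA share (x axis, 0 is no difference) in the 9 libraries (y axis) for 4 elements, with all peaks (black circles), without satellite and simple repeat peaks (orange squares) and with peaks outside intergenic regions (green triangles); S1 and DNase I share 1 mncfDNA table. The promoter median over libraries moved from 2.26 to 0.24 and -0.30, and the intron median from 3.32 to 0.86 and 0.37.

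A further comparison set the shares against the genome, of which promoters make up 1.16%, exons 1.20%, introns 40.8% and intergenic regions 54.6%. In uscfDNA the promoter share was above the genome share in 9 of 9 libraries by the exact binomial test, and in the control the log2 ratio to the genome was 2.62. The control's exon share (0.14) and intron share (-0.02) were not distinguishable from the genome, both with an adjusted p of 0.418 by the binomial test. Exon shares in uscfDNA were above the genome in 2 libraries (no heat shock and P1) and below it in 2. Intron shares were above it in 1 library (no heat shock) and below it in 6. Intergenic shares were above it in 4 and below it in 3. Among the 8 distinct mncfDNA tables, introns were below and intergenic regions above the genome in 8 of 8, and exons were below it in 6 and above it in 1 (P1). The mncfDNA promoter share was below the genome in 1 table (dsDNA library) and above it in 1 (P1). In the control it was not called, with a log2 ratio of -0.40 and an adjusted p of 0.212 by the binomial test. These are shares of all peaks. With satellite and simple repeat peaks removed, the control mncfDNA promoter share was 6.05% (3.91% to 8.86%) and the exon share 2.02% (0.874% to 3.93%). The promoter interval lies above 1.16% and the exon interval holds 1.20%, though these genome shares still count such repeats. The control's mncfDNA promoter and exon results thus depend on the denominator.

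Treated libraries were then compared with the control within each fraction, to see how each digestion or preparation changed the profile. In uscfDNA 23 of 32 comparisons were called, 8 higher and 15 lower than the control. In mncfDNA 8 of 28 were called, 5 higher and 3 lower. With a minimum change of 1.5-fold the calls fell to 8 and 4. None of the 4 elements was called in either fraction of the nick repair library. In the library without heat shock, no mncfDNA comparison was called, and in uscfDNA the intron share was 42.8%, a log2 ratio of 0.09 ± 0.03 to the control (Fisher's exact test, adjusted p 0.0058). Its intergenic share was 45.2%, a log2 ratio of -0.08 ± 0.03 (Fisher's exact test, adjusted p 0.00906). The intron difference was not called in the detailed annotation or with either of the other denominators.

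In the dsDNase library the uscfDNA promoter share was 1.54% (1.31% to 1.80%), a log2 ratio of -2.22 ± 0.13 to the control (Fisher's exact test, adjusted p 2.11e-74). Its uscfDNA exon share was 0.354%, lower by a log2 ratio of -1.89 ± 0.28, its intron share 34.8% (-0.21 ± 0.03) and its intergenic share 61.4% (0.36 ± 0.02), all called. In its mncfDNA fraction the intron share was 30.0% (26.3% to 34.0%), a log2 ratio of 3.01 ± 0.17 to the control (Fisher's exact test, adjusted p 1.58e-69), and the intergenic share was 67.5% (-0.48 ± 0.04), also called. With satellite and simple repeat peaks removed, the mncfDNA intron ratio was 0.15 and not called. It stayed called at 0.58 with peaks outside intergenic regions and at 2.07 in the detailed annotation. The mncfDNA promoter share of 1.23% (0.495% to 2.51%) differed from the control by 0.55 ± 0.60 and was not called (Fisher's exact test, adjusted p 0.615). It was lower than the control, at -1.37, with satellite and simple repeat peaks removed and at -1.89 with peaks outside intergenic regions. No exon peak was found among the 570 mncfDNA peaks, which allows a share of up to 0.526%. A share below the control's 0.294% was not detectable at this number of peaks. The share was below that of the genome by the exact binomial test.

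In the dsDNA library the uscfDNA promoter share was 1.86% (1.44% to 2.36%), a log2 ratio of -1.94 ± 0.19 (Fisher's exact test, adjusted p 5.46e-33). Its uscfDNA exon share of 0.744% (-0.81 ± 0.32) and intron share of 31.7% (-0.34 ± 0.04) were lower and its intergenic share of 64.0% (0.42 ± 0.03) higher, all called. In the detailed annotation the uscfDNA intergenic difference of the dsDNase library changed direction to -0.44 and was called. That of the dsDNA library was -0.050 and no longer called. The mncfDNA intron share of the dsDNA library was 2.05% (-0.85 ± 0.25) and its mncfDNA intergenic share 96.6% (0.04 ± 0.01), both called. P1 was the only treated library with a called rise in exons. Its exon share was 8.42% in uscfDNA (log2 ratio 2.66 ± 0.17; Fisher's exact test, adjusted p 2.82e-84) and 2.04% in mncfDNA (2.72 ± 0.53; adjusted p 1.75e-09). Its mncfDNA promoter share was 3.06%, also above the control (1.77 ± 0.33), while its uscfDNA promoter share was 4.45%, below it (-0.69 ± 0.10). In the S1, Exo I and DNase I libraries the uscfDNA promoter share ranged from 2.54% to 5.61% and was called lower in each.

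Whether the ratio between the fractions itself differed from the control was tested directly, on the odds of a peak lying in an element. The values given are differences of log2 share ratios, which part from the odds where a share is large. Of 32 differences 13 were called by the likelihood ratio test against a chi-square distribution: 4 for promoters, 4 for introns, 5 for intergenic regions and 0 for exons. The largest was the intron difference of the dsDNase library, where the log2 ratio was lower than in the control by a difference of -3.22 (chi-square, adjusted p 9.87e-79). For the dsDNA library none was called by this test. Its promoter difference was -1.13, with an adjusted p of 0.0875 by the chi-square distribution. Only 3 of 24 differences were called with peaks outside intergenic regions, and 2 of these were among the 13; the third was the intron difference of the dsDNA library, at 0.24. The promoter difference of that library was -1.61 and called with satellite and simple repeat peaks removed. A test of the share ratios in place of the odds, added after the data were seen, called the same 13 and 2 more. These were the intergenic differences of the dsDNA library (0.38) and of the library without heat shock (-0.091), so these share ratios did differ from the control beyond counting error.

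The treatments that favor ssDNA and those that favor dsDNA were also summed, as the study had done. The study gave these sums for QiaM and for a magnetic bead extraction, and only QiaM libraries were used here. In the ssDNA enrichment (2 libraries) promoters held 3.64% of uscfDNA and 1.02% of mncfDNA peaks, a log2 ratio of 1.78 ± 0.41 (Fisher's exact test, adjusted p 1.19e-07). The ratio was 1.52 ± 0.78 for exons (Fisher's exact test, adjusted p 0.0267), 1.22 ± 0.10 for introns and -0.56 ± 0.02 for intergenic regions, the last 2 also called. This sum rested on which library entered it. Without dsDNase the promoter ratio was 2.96 and the intron ratio 3.66, and without no heat shock they were 0.23 and 0.21. The intergenic ratio was -1.07 without dsDNase and -0.14 without no heat shock. In the dsDNA enrichment (3 libraries) promoters held 3.52% of uscfDNA and 0.770% of mncfDNA peaks, a log2 ratio of 2.18 ± 0.21 (Fisher's exact test, adjusted p 1.89e-32). The S1 mncfDNA counts in this sum are identical to those of DNase I and may belong to that treatment. The ratio of the dsDNA enrichment was 1.19 ± 0.33 for exons (Fisher's exact test, adjusted p 0.000189), 3.24 ± 0.09 for introns and -0.64 ± 0.01 for intergenic regions, the last 2 also called. Without Exo I the promoter ratio was 1.52, and the exon ratio was 0.82 and was not called. With peaks outside intergenic regions, the promoter ratio of the dsDNA enrichment was -0.61 and its exon ratio -1.61, both called. Between the enrichments, exact permutation tests of the shares per library gave p from 0.4 to 0.8 over 8 tests. With 10 splits of the 5 libraries, no p below 0.2 was possible, so these tests cannot reach 0.05.

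Of the other annotation classes, the 5 with the largest ratios in the control library were retroposons, low complexity sequence, satellites, CpG islands and transcription termination sites. Retroposons here are the class of composite mobile elements that the annotation lists apart from SINE and LINE elements. They held 168 of 6194 uscfDNA peaks (2.71%) and 0 of 2722 mncfDNA peaks, which allows a share of up to 0.11% and at that limit makes the uscfDNA share at least 24.6-fold higher; with counting error in both fractions, the 95% lower limit of the odds ratio was 20.3. Low complexity sequence held 251 uscfDNA peaks (4.05%) and 1 mncfDNA peak, a ratio of shares of 110 (95% interval of the odds ratio 20.4 to 4559). The satellite share was 5.68% (5.12% to 6.29%) against 79.9% (78.4% to 81.4%), a log2 ratio of -3.81 ± 0.08. CpG islands held 8.46% against 1.65% (2.34 ± 0.22), and termination sites 1.99% against 0.441% (2.12 ± 0.43). All 5 were called by Fisher's exact test, adjusted over the 9 classes compared. These are shares of all peaks, and they were not tested with satellite and simple repeat peaks removed. Without those peaks, 4444 uscfDNA and 397 mncfDNA peaks remained. CpG islands held 524 and 45 peaks, and termination sites 123 and 12. On the remaining totals the shares of both classes lie close together, so their excess in uscfDNA depends on the denominator. Over the 8 distinct mncfDNA tables the satellite share ranged from 12.8% (dsDNase) to 84.4% (dsDNA library), and over the 9 uscfDNA tables from 1.67% (DNase I) to 22.0% (dsDNA library).

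**Figure D3:**
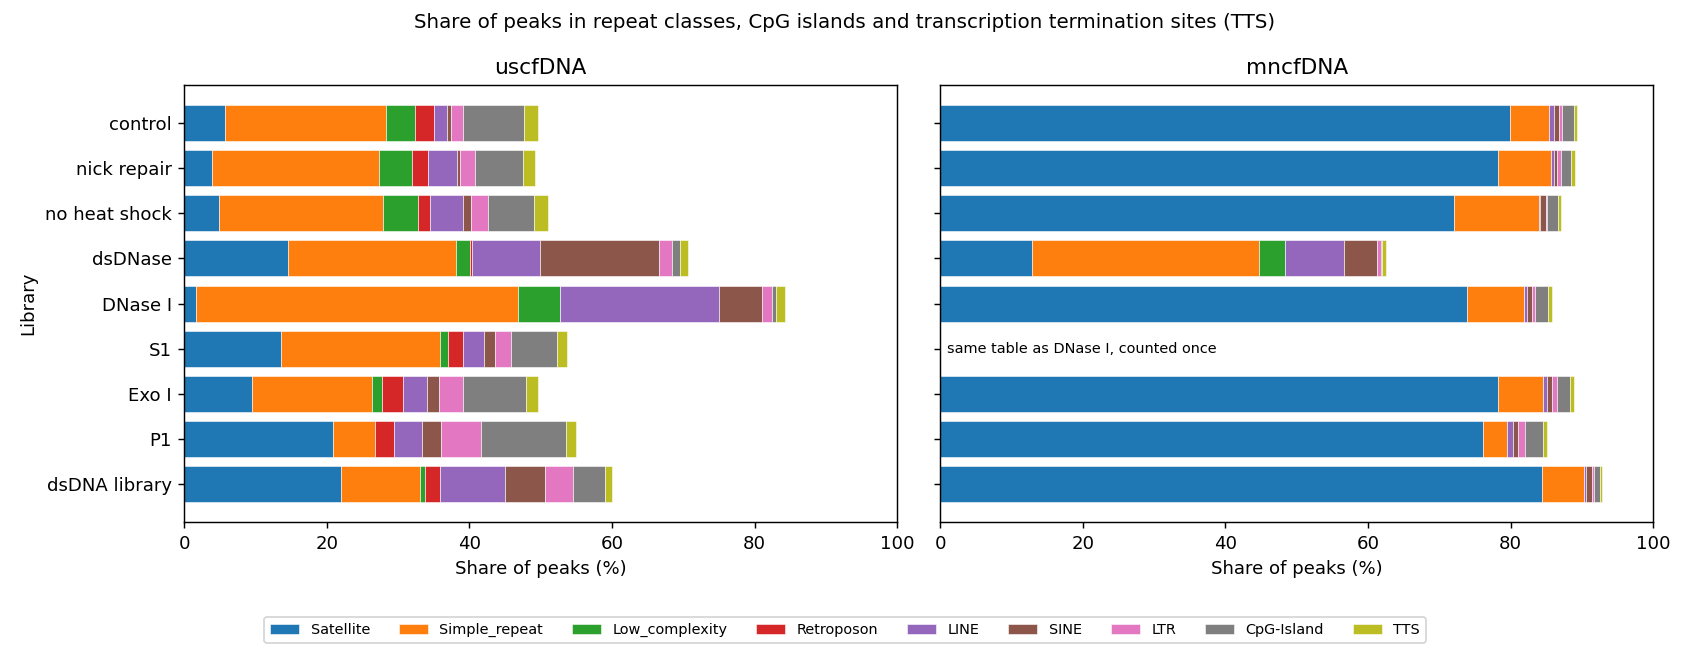
Share of peaks (%, x axis) in repeat classes, CpG islands and transcription termination sites, stacked for the libraries (y axis) in uscfDNA (left) and mncfDNA (right); the space to 100% is all other classes, and the table shared by S1 and DNase I is drawn once. Satellites made up 79.9% of control mncfDNA peaks but 12.8% of dsDNase mncfDNA peaks.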

Values the study reported

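The study separated the fractions at fragment lengths of 25 to 100 for uscfDNA and 101 to 250 for mncfDNA. After S1 digestion it described a shift in the modal length of mncfDNA from 160 to 150 bp.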

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

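All tests of explanations below were chosen only after the differences had been seen, and so were the use of other denominators for these differences and the test of share ratios. The 13 results concern single treated libraries whose ratio of uscfDNA to mncfDNA shares differed from that of the control library in a test of the difference itself, made on the odds. Values are differences of log2 share ratios, so that a negative value means a smaller excess in uscfDNA than in the control.

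In the dsDNase library the differences were -2.77 for promoters, -3.22 for introns and 0.84 for intergenic regions. In the DNase I library they were -1.43, -0.51 and 0.27, and in the S1 library -1.64, -0.88 and 0.50. In the P1 library they were -2.46, -1.15 and 0.34. In the Exo I library the intergenic difference was 0.21. The S1 and DNase I differences rest on 1 shared mncfDNA table, so they are not independent. If the same counts were given under both treatments, 1 of these libraries has its uscfDNA peaks set against the mncfDNA peaks of another treatment. Its differences would then not be ratios within a library, and which library this is cannot be told.

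A candidate explanation is the number of satellite and simple repeat peaks in the denominator, since these classes held most mncfDNA peaks in all libraries but dsDNase. Removing these peaks used the detailed annotation, in which repeats also leave the intron and intergenic classes, so the removal tests the denominator only where a difference was still called in the same direction in the detailed annotation with these peaks left in. This was so for all 8 promoter and intron differences and for none of the 5 intergenic ones. Of the 8, 3 stayed called in the same direction once these peaks were removed. These were the intron differences of dsDNase (-0.90) and DNase I (-1.69) and the promoter difference of P1 (-2.00). For dsDNase introns and P1 promoters this argues against the explanation as the whole cause. For DNase I introns it cannot decide, since the detailed annotation alone moved the difference from -0.51 to -2.44. With peaks outside intergenic regions the DNase I intron difference was 0.11 and not called. The dsDNase intron difference was still much smaller than the -3.03 of the detailed annotation. For the dsDNase promoter difference the values went with this explanation, since it was -0.63 with a 95% interval (-1.82 to 0.56) that held 0 and not the value with all peaks. For the other 4 the explanation cannot be told apart from the loss of precision. The interval held the value with these peaks left in for the promoter differences of DNase I (-0.68) and S1 (-1.16) and the intron differences of S1 (-0.31) and P1 (-0.49). For the S1 promoter (-2.16 to -0.17) and the P1 intron difference (-0.97 to -0.02) it also left out 0, which goes against the explanation, but neither was past the threshold after adjustment. For the 5 intergenic differences it cannot be told apart from the change of the class. With repeats out of the class and these peaks still in the denominator, the dsDNase difference was already -2.29 and that of DNase I -2.45, and those of S1, Exo I and P1 were not called. With these peaks removed, the differences of S1 (0.48) and P1 (0.35) were called in the first direction. Those of Exo I (0.19) and dsDNase (-0.15) were not called, and that of DNase I (-1.70) was called in the opposite direction.

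Variation between libraries beyond counting error stays open, as there were no replicates. The nick repair library had 0 called differences of 4, but its uscfDNA peaks did not match the control in all classes. LINE elements held 4.01% (3.55% to 4.51%) against 1.87% (1.55% to 2.24%). Satellites held 3.90% (3.45% to 4.40%) against 5.68% (5.12% to 6.29%). The simple repeat share was close, at 23.5% against 22.6%. With 1 library, the size of such variation cannot be set. A difference in the number of peaks between libraries also stays open because sequencing depth was unknown. The library without heat shock had only 606 mncfDNA peaks and no difference called on the odds with all peaks, while dsDNase had 570 and 3 called differences. With satellite and simple repeat peaks removed, the library without heat shock had called differences of 1.73 for introns and -0.75 for intergenic regions, and in the detailed annotation of 1.59 and -0.89. Its intron values rest on only 4 mncfDNA intron peaks. These were 4.12% (1.13% to 10.2%) of the 97 peaks left after the removal. The intergenic difference of this library, -0.091 with all peaks, was called in the test of share ratios. An effect of each nuclease on the fragments is the biological reading that the design names. It stays open and was not tested apart from these.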

How the results depend on the processing

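Tests and settings chosen only after the data were seen were the test of share ratios, the settings for S1 and DNase I together (as 2 libraries or as none), the other denominators, the detailed annotation and the wider definitions for single treated libraries, differences from the control ratio and numbers of libraries called, and the summed control for single treated libraries. For the results that answer a comparison there were 190 alternative values, of which 72 had a direction and call fixed by the setting itself and show no stability. Of 72 other ratios with a test, 52 kept their direction and their side of the threshold. A further 6 kept their direction but were no longer called. The other 14 changed direction, some of them without being called in the new one. Of 20 ratios with no test, 13 were counted as close and 7 as moved, but not by 1 fixed size of change. The dsDNA enrichment intergenic ratio counted as moved from -0.639 to -0.608. The ssDNA enrichment exon ratio counted as close from 1.52 to 2.03. Of 26 counts of calls, 19 stayed within 1.5 times and 7 moved, but a similar count does not mean the same calls. Of the 103 values for single libraries 22 were fixed in this way, and of the other 81, 52 stayed. A further 15 kept their direction but were no longer called, and 14 changed direction, some of them without being called. The cause was not tested unless stated.

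With peaks outside intergenic regions, the control ratio was -0.12 for promoters and -1.02 for exons, and the median over libraries -0.30 and -1.39. Of these, only the promoter median of -0.30 was called. The ratio of the ssDNA enrichment was 0.50 for promoters, 0.24 for exons and -0.061 for introns. That of the dsDNA enrichment was -0.61 for promoters and -1.61 for exons, both called. The promoter and the exon ratio were each called in 2 libraries, lower in uscfDNA in both. The number of called differences from the control ratio was 3 of 24, since this setting has no intergenic class, against 13 of 32 with all peaks. Of those 13, 5 were intergenic. The number with all peaks was 15 in a test of share ratios in place of odds ratios. It was also 15 with wider definitions of promoters and exons, then with exon differences of -2.71 for dsDNase and -1.90 for S1. Among single libraries, the dsDNase mncfDNA promoter ratio to the control was -1.89, and the differences from the control ratio were 0.11 for dsDNase promoters, 0.11 for introns of both DNase I and S1, and 0.14 for P1 introns.

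With satellite and simple repeat peaks removed, the control exon ratio was -0.20, and the medians over libraries were 0.24 for promoters and -0.63 for exons. The exon ratio of the ssDNA enrichment was 0.61, and the dsDNA enrichment had -0.10 for promoters and -1.10 for exons. Of these enrichment ratios only the -1.10 was called. The promoter ratio was called in 2 libraries, higher in 1 and lower in 1, and the exon ratio in 1, lower. The intron ratio was called in 8 libraries, higher in 7 and lower in DNase I (-0.76). The dsDNase ratio to the control was -1.37 for mncfDNA promoters and -0.23 for uscfDNA intergenic regions. The differences from the control ratio were -0.15 for dsDNase and -1.70 for DNase I intergenic regions. Of the 9 differences called under this setting, 5 were called in the same direction with all peaks.

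In the detailed annotation the intergenic ratio was 1.58 in the control, 1.52 over libraries, -0.12 in the ssDNA enrichment and 1.69 in the dsDNA enrichment. The setting moves repeats out of the intergenic class, which shows the cause. The intergenic ratio was called in 9 libraries, but higher in uscfDNA in 7. Of 12 called differences from the control ratio, 8 were called in the same direction with all peaks. The uscfDNA intergenic ratio to the control was -0.44 for dsDNase, and -0.050 and not called for the dsDNA library. The intergenic differences from the control ratio were -2.29 for dsDNase, -2.45 for DNase I and -0.11 for P1, the last not called.

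Leaving out each library of the ssDNA enrichment in turn gave ratios from 0.23 to 2.96 for promoters, 0.21 to 3.66 for introns and -1.07 to -0.14 for intergenic regions, the larger sizes without dsDNase. In the dsDNA enrichment the promoter ratio ran from 1.52 to 2.39 and the exon ratio from 0.82 to 1.34, both lowest without Exo I, and the unweighted mean gave -0.61 for intergenic regions. For the medians over libraries, leaving out or splitting libraries was unable to change a direction or call, because all values of an element had the same sign. A minimum change of 1.5-fold left 8 calls in uscfDNA and 4 in mncfDNA, because the setting itself asks for larger changes. A summed control gave 24 and 9, and scaled counts 22 and 8.

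The minimum of 100 peaks per fraction removed no library and says nothing about stability. With the 5 libraries of the enrichments, no direction was able to change for the same reason, and no test was able to reach the threshold. No paired analysis was possible because the tables carry no replicate numbers. Exon shares rested on few mncfDNA peaks (0 to 54 per table), which limits what can be said of exons in that fraction.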

Other observations

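All tests of explanations in this part were chosen only after the results had been seen.

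The higher promoter, exon and intron shares in uscfDNA peaks, relative to mncfDNA peaks, may in part be a matter of satellite and simple repeat peaks in the denominator. Without these peaks the median ratio over libraries was 0.86 for introns and still called, which argues against this as the whole cause for introns, although the DNase I ratio turned to -0.76. It also argues against it as the whole cause in the control library's promoters, where the ratio was 0.70. For exons the values went with this explanation, as the median was -0.63 and the higher share was gone. For promoters over all libraries the median was 0.24 with libraries on both sides of 0, and whether repeats are the cause cannot be told apart from differences between libraries. For the lower intergenic share the median was -0.79 without these peaks, but this cannot be told apart from the change of the class, since the ratio was 1.52 once repeats left the class and these peaks stayed in the denominator. No biological explanation was tested for this pattern.

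The study described a rise of promoter, exon and intron peaks in mncfDNA after dsDNase digestion. Its profiles came from digestions of DNA extracted by QiaM and by a magnetic bead method. In the QiaM library used here only the intron rise was called. Once satellite and simple repeat peaks were removed, the intron ratio to the control was 0.15 and not called, which is consistent with a loss of satellite peaks from this fraction as the cause of most of its size. With peaks outside intergenic regions it was 0.58 and in the detailed annotation 2.07, both still called. Intron peaks outside repeats and CpG islands numbered 52 in dsDNase mncfDNA and 59 in the control. Peaks outside intergenic regions numbered 185 and 163. These counts argue against a rise of such other intron peaks as the source of the 0.58 in this library. The satellite share was 12.8% in dsDNase mncfDNA against 79.9% in the control. That digestion of duplexes removed satellite fragments stays open, as read depth was unknown.

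The study offered degraded mncfDNA entering the short size range as a possible reason for the fall of promoter peaks in dsDNase uscfDNA. Mixing of the control library's uscfDNA and mncfDNA peaks was tested as a form of this. The satellite share of dsDNase uscfDNA (14.6%) would need 12.0% of mncfDNA peaks in the mixture, while the promoter share would need 89.6%. The SINE share was 16.7% (16.0% to 17.4%), outside both control fractions (0.533% and 0.771%). SINE elements are short mobile elements with very many copies, and this class was named after its values were seen. Both values argue against mixing of peaks. Mixing of reads before peaks were called stays open, since new peaks could form from fragments that were not peaks in the control, and so does an effect of dsDNase itself.

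The exon share of P1 uscfDNA peaks was 8.42%, above that of all 8 other libraries, where the highest was 1.65%. Spliced transcripts or complementary DNA among the fragments would raise untranslated regions as well. The 3' untranslated share was 0.74% (0.551% to 0.972%) against 0.694% (0.503% to 0.934%) in the control, a log2 ratio of 0.090, and termination sites were at 1.35% against 1.99%. These values argue against that source in uscfDNA. In mncfDNA the 3' untranslated log2 ratio was 3.21 ± 2.15, too few peaks to decide alone. With 5' and 3' untranslated regions added to exons, the mncfDNA log2 ratio to the control went from 2.72 to 3.11. In uscfDNA it went from 2.66 to 2.02. Untranslated regions thus rose along with exons in mncfDNA, which goes with that source, and it stays open there. Loss of repeat peaks from the denominator is argued against by the exon share outside satellite, simple repeat and low complexity peaks, which was 11.5% in P1 and at most 2.46% in the others, a log2 ratio of 2.55 to the control. A preference for GC-rich sequence cannot be told apart from other causes, because the CpG island share rose by a log2 ratio of 0.49 while the uscfDNA promoter share changed by -0.69. In P1 mncfDNA, where the exon share rose too, CpG islands (0.57 ± 0.28) and promoters (1.77 ± 0.33) both rose. DNA from another source was not tested. An effect of P1 digestion stays open, and with 1 library it cannot be separated from a property of that preparation.

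The S1 and DNase I mncfDNA tables had 0 of 45 differing rows. Any other pair of the 36 pairs of mncfDNA tables differed in at least 39 rows. This is consistent with 1 table deposited under 2 treatments, and the values do not say which.

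Some values belong to no comparison above, were chosen after they were seen and have no explanation tested. In DNase I uscfDNA, 45.2% of peaks lay in simple repeats and 22.3% in LINE elements, against 22.6% and 1.87% in the control, and 0.628% lay in CpG islands against 8.46%. Simple repeats held 31.9% of dsDNase mncfDNA peaks against 5.47% in the control.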
